# Hepatocyte Nuclear Factor 4 Alpha Is a Key Factor Related to Depression and Physiological Homeostasis in the Mouse Brain

**DOI:** 10.1371/journal.pone.0119021

**Published:** 2015-03-16

**Authors:** Kyosuke Yamanishi, Nobutaka Doe, Miho Sumida, Yuko Watanabe, Momoko Yoshida, Hideyuki Yamamoto, Yunfeng Xu, Wen Li, Hiromichi Yamanishi, Haruki Okamura, Hisato Matsunaga

## Abstract

Major depressive disorder (MDD) is a common psychiatric disorder that involves marked disabilities in global functioning, anorexia, and severe medical comorbidities. MDD is associated with not only psychological and sociocultural problems, but also pervasive physical dysfunctions such as metabolic, neurobiological and immunological abnormalities. Nevertheless, the mechanisms underlying the interactions between these factors have yet to be determined in detail. The aim of the present study was to identify the molecular mechanisms responsible for the interactions between MDD and dysregulation of physiological homeostasis, including immunological function as well as lipid metabolism, coagulation, and hormonal activity in the brain. We generated depression-like behavior in mice using chronic mild stress (CMS) as a model of depression. We compared the gene expression profiles in the prefrontal cortex (PFC) of CMS and control mice using microarrays. We subsequently categorized genes using two web-based bioinformatics applications: Ingenuity Pathway Analysis and The Database for Annotation, Visualization, and Integrated Discovery. We then confirmed significant group-differences by analyzing mRNA and protein expression levels not only in the PFC, but also in the thalamus and hippocampus. These web tools revealed that hepatocyte nuclear factor 4 alpha (Hnf4a) may exert direct effects on various genes specifically associated with amine synthesis, such as genes involved in serotonin metabolism and related immunological functions. Moreover, these genes may influence lipid metabolism, coagulation, and hormonal activity. We also confirmed the significant effects of Hnf4a on both mRNA and protein expression levels in the brain. These results suggest that Hnf4a may have a critical influence on physiological homeostasis under depressive states, and may be associated with the mechanisms responsible for the interactions between MDD and the dysregulation of physiological homeostasis in humans.

## Introduction

Major depressive disorder (MDD) is recognized as one of the most common mental disorders in developed countries, including Japan [1–2]. However, the etiological and psychobiological mechanisms responsible for the development of MDD remain unclear, even though pharmacological treatments for MDD have been investigated extensively. These treatments have primarily targeted deficiencies in monoamine neurotransmitters or receptors, particularly serotonin and noradrenergic systems [3].

Evidence of significant relationships between MDD and dysfunction in the prefrontal cortex (PFC) and hippocampus is growing. For example, reduced expression of synapse-related genes and loss of synapses has been reported in the PFC of patients with MDD [4–5]. Moreover, studies of MDD patients have revealed that certain types of depressive symptoms may be associated with a decrease in the integrity of the ventromedial PFC and cingulate cortices [4–6]. Stressful conditions exert critical effects on the PFC and limbic or prelimbic regions, resulting in hyperactivity in the hypothalamic–pituitary–adrenal (HPA) axis and hippocampus [7–8]. The hippocampus is a key limbic area that is located at the “cross-roads” of circuitry. It regulates stress responses by providing inhibitory feedback to the HPA axis and also plays a role in mood modulation and memory function. Although these findings support a close association between the PFC, thalamus, and hippocampus in MDD, the molecular mechanisms responsible for physiological aspects of MDD remain unknown [9–11].

Recent meta-analyses have detected significantly higher concentrations of the preinflammatory cytokines, tumor necrosis factor (Tnf)-alpha and interleukin (IL)-6, in MDD patients compared with normal controls [12,13]. Even though the HPA axis reduces inflammatory activity via cortisol production, continuous inflammatory activity causes development of glucocorticoid resistance, which in turn leads to excessive inflammation, one of the risk factors of depression [14]. Inflammatory cytokines such as Tnf-alpha activated indoleamine 2,3-dioxygenase (IDO) may be involved in the underlying biological mechanisms [15]. IDO is a rate-limiting enzyme in the tryptophan to kynurenine pathway, an alternative to the tryptophan to serotonin pathway [15]. IDO activated by cytokines decreases serotonin in the brain owing to a shift in tryptophan metabolism from serotonin to kynurenine [15]. This appears to coincide with emergence of depressive states in patients treated with corticosteroids or interferon therapy [16–18]. Moreover, coagulation dysfunction may also exert a causal effect on the development of MDD, as MDD often develops after cardiac or cerebral infarction, and anticoagulant treatments are effective in such cases, even alleviating comorbid MDD [19–21]. In contrast, MDD may have a crucial impact on the short- and long-term outcomes of these infarction diseases, with significantly higher mortality in patients with MDD [19]. Biological mechanisms of coagulation dysfunction may be influenced by a number of findings, including platelet reactivity activation in the depressed state, serotonergic antidepressant effects on blood coagulation factor VIII, and decreased von Willebrand factor due to acute anxiety [22–23]. Thus, MDD appears to be closely associated with physiological dysfunctions in hormonal activity, coagulation, and inflammation [16–17, 19]. Some clinical studies, have consistently shown that MDD is often comorbid with metabolic syndrome components such as visceral obesity, dyslipidemia, insulin resistance, and hypertension [24–26]. The prevalence of hyperlipidemia in patients with MDD has been reported to be higher than that in the general population [27]. Additionally, the average incidence of hyperlipidemia or diabetes in patients with MDD was also higher than in healthy people [24, 27–28]. Taken together, MDD is a disorder associated not only with psychological, socio-cultural, and neurobiological factors, but also other pervasive physical dysfunctions. Nevertheless, the mechanisms and pathogenesis responsible for the interactions between these factors and MDD have not yet been clarified.

Therefore, to clarify these issues, we generated depression-like behavior in mice in the present study using a chronic mild stress (CMS) model. Indeed, the CMS model has been well validated as an animal model of MDD [29–30]. However, its biological validity has not been fully examined. In particular, the physiological aspects of the CMS model, such as lipid metabolism, hormonal function, or coagulation, have not yet been verified. These factors are closely associated with the general health of people, and significant dysfunction of these factors is expected to cause a variety of physical problems, such as dyslipidemia or insulin resistance. These problems can significantly increase the risk of serious diseases such as diabetes, myocardial infarction or stroke [31–33]. In this study, therefore, we sought to examine the molecular mechanism of MDD, focusing on lipid metabolism, hormonal activity and coagulation, using the CMS model. In addition, we elucidated the functions of amine synthesis, including serotonin metabolism, and the immune system to analyze the correlations among these factors.

## Materials and Methods

### Animals

We purchased experimentally naive male C57BL/6N mice from Japan SLC, Inc. for use in the present study. Mice were 9–10 weeks old and weighed 22.3 g on average at the start of the experiment. All mice were housed in groups of 3–5 in polycarbonate cages that were placed in a colony room maintained at a constant temperature (22 ± 1°C) and humidity (50–60%), under a 12-h light/dark cycle (lights on at 7:00 am) with free access to food and water.

Animals were randomly assigned to one of two groups; 25 control mice (C group) were given ordinary daily care, whereas 25 chronic mildly stressed mice (CMS group) were housed individually and exposed to CMS for 4 weeks according to previously published procedures [34]. Sixteen mice from each group were used in the molecular and tail suspension tests, whereas the rest were used for the open space swimming test.

Animal experiments were conducted according to the “Guide for Care and Use of Laboratory Animals’’ published by the National Institutes of Health (NIH) and approved by the “Ethical committee of Behavioral and Medical Science Research Consortium” (Hyogo, Japan). The approved IDs were 2012-B-09 and 2012-B-10. All efforts were made to minimize the suffering of animals including the number of mice used for all analyses.

### CMS procedure

The CMS procedure consisted of various unpredictable mild stressors including water deprivation (8 h), continuous overnight illumination (36 h), a wet cage (200 ml water in 100 g sawdust bedding; 4 h), 45° cage tilt (8 h), physical restraint with a suitably designed mouse holder (4 h), forced swimming in a plastic cylinder (diameter, 18 cm; height, 30 cm) containing water (24°C) at a depth of 15 cm (30 min), and exposure to 60 inescapable electric shocks (0.36 mA, 1 s) presented on a variable interval 60-s schedule in a chamber with a grid floor (10 × 10 × 10 cm). These stressors were randomly scheduled over a 1-week period and repeated 4 times.

### Behavioral tests

Standardized behavioral tests were performed 4 weeks after the study was initiated to quantitatively compare behavioral differences between groups.

### Open space swimming test (OST)

The open space swimming test was conducted using a circular pool (inside diameter: 95 cm, depth: 35 cm) enclosed by white featureless walls (width: 130 cm, height: 120 cm). The pool was filled with water to a depth of 20 cm and made opaque by the addition of titanium oxide. The temperature of the water was maintained at 22 ± 1°C. Each mouse was placed in the pool, with its head facing the outer edge of the pool, and allowed to swim (or not swim) freely for 10 min. All trials were recorded with a digital video camera placed above the maze. The swim path distance was calculated by a computerized video-based tracking system (Be-Chase ver.3.0, Kouiken Co. Ltd., Akashi, Japan).

### Tail suspension test (TST)

The tail suspension test was performed using the Be-Sensor system (Taiyo Electric Co. Ltd., Osaka, Japan). An isolation chamber (45 × 45 × 45 cm) equipped with an infrared ray sensor on the ceiling was used. This sensor consisted of paired infrared pyroelectric detectors that measured heat energy radiating from the mouse. Each mouse was suspended by the tail using adhesive tape from a horizontal bar attached 30 cm above the chamber floor for 6 min. Struggling activity during tail suspension was quantitated by analyzing changes in heat energy.

### Sample collection

We euthanized the mice by decapitation using a guillotine, and collected brain samples for further analyses according to previously described methods [35]. Ten mice per group were used for microarrays and quantitative real-time polymerase chain reaction (qRT-PCR) and 6 were used for western blotting analysis (WB). The other 9 mice were used for behavioral analysis. We performed the same experiment twice for molecular and behavioral analyses and used a total of 25 mice per group (as described in Animal session). All samples were extracted the day after the last stress condition. Brain samples were immediately placed in liquid nitrogen after extraction, and kept in a −80°C freezer until later analyses.

### RNA purification

Total RNA was purified from the mouse brain using a Sepasol-RNA I Super kit (Nacalai Tesque, Kyoto, Japan) according to the manufacturer’s instructions, and treated with five units of RNase free DNase I at 37°C for 30 min to remove genomic DNA contamination. After phenol/chloroform extraction and ethanol precipitation, total RNA was dissolved in de-ionized distilled water. RNA concentrations were determined by spectrophotometry.

### Microarray analysis

We outsourced (Takara Bio Inc, Mie, Japan) the microarray analysis for the whole genome. The details were shown below.

### RNA quality check

RNA was quantified using a NanoDrop-2000 spectrophotometer and quality was monitored with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### Label protocol (1color)

Cyanine-3 (Cy3)-labeled cRNA was prepared from 0.1 μg total RNA using the Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer’s instructions, followed by RNeasy column purification (Qiagen, Valencia, CA).

Dye incorporation and cRNA yield were checked with the NanoDrop ND-2000 Spectrophotometer.

### Hybridization protocol

A total of 0.6 μg of Cy3-labeled cRNA was fragmented at 60°C for 30 min in a reaction volume of 25 μl containing 1× Agilent fragmentation buffer and 2× Agilent blocking agent following the manufacturer's instructions.

Upon completion of the fragmentation reaction, 25 μl 2× Agilent hybridization buffer was added to the fragmentation mixture and hybridized to Agilent SurePrint G3 Mouse GE 8x60K (cat; G4858A-028005) for 17 h at 65°C in a rotating Agilent hybridization oven.

After hybridization, microarrays were washed for 1 min at room temperature with GE Wash Buffer 1 and 1 min with 37°C GE Wash buffer 2 (Agilent), then dried immediately by brief centrifugation.

### Scan protocol

Slides were scanned immediately after washing on the Agilent DNA Microarray Scanner (G2565CA) using a one color scan setting for 8×60k array slides (Scan Area 61 × 21.6 mm, Scan resolution 3 μm, the dye channel set to Green, and Green PMT set to 100%).

### Data processing

The scanned images were analyzed with Feature Extraction Software 10.10.1.1 (Agilent) using default parameters to obtain background subtracted and spatially detrended Processed Signal intensities.

### Value definition

Scaled signal intensities were adjusted to an average intensity value of 2500.

Details of the analysis method can also be found on the Gene Expression Omnibus (GEO) website. Our series entry was GSE49867 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49867).

### Database for Annotation, Visualization, and Integrated Discovery (DAVID) web tool analysis

An approach to annotation enrichment analysis was performed using the DAVID (http://david.abcc.ncifcrf.gov/) web tools (version 6.7, 2010) [36–37]. This web-based resource provided a set of functional annotation tools for statistical enrichment of the genes categorized into Gene Ontology (GO) terms. We used the GO FAT category, which filtered out very broad GO terms to identify significantly enriched functional groups. We examined the functions of lipid metabolism, coagulation, hormonal activity, immunological function, and amine synthesis because they had a *p* value less than 0.05.

### Ingenuity Pathway Analysis (IPA)

IPA software (Ingenuity Systems, http://www.ingenuity.com) was used for microarray analyses conducted to provide functionality for the interpretation of gene expression data. The network explorer of IPA was used to detect relevant interactions among the CMS and C group genes, and identify the shortest direct paths between genes. We used this software in a similar manner to that described in previous studies [38–39].

### Quantitative real-time polymerase chain reaction (qRT-PCR)

To validate the results obtained by the microarray, DAVID, and IPA analyses, qRT-PCR was performed twice under at least 10 different experimental conditions. Total RNA (10 ng/reaction) extracted from the CMS and C groups was used in the RNA-direct SYBR Green Real-Time PCR Master Mix: One-step qPCR kit (Toyobo Co. Ltd., Tokyo, Japan). Samples were run in duplicate reactions in 96-well plates. Median threshold cycle values were used to calculate fold changes (FC) between the samples from 2 groups. FC values were normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) levels. The following temperature profile was used: 30 s at 90°C and 20 min at 61°C for reverse transcription according to the manufacturer’s instructions, followed by 45 cycles of 95°C for 15 s, 65°C for 15 s, and 74°C for 35 s. We used the primers of hepatocyte nuclear factor 4 alpha (Hnf4a) and GAPDH, as shown in Table 1.

**Table 1:** Structures of the primers used.

Gene	Genbank Accession		Primers (5′–3′)
GAPDH	NM_008084	sense	CCTTCCGTGTTCCTACCCCCAAT
GAPDH	NM_008084	anti-sense	TTGATGTCATCATACTTGGCAGGTTTCTC
Hnf4a	NM_008261	sense	TGATAACCACGCTACTTGCCTT
Hnf4a	NM_008261	anti-sense	AGCCTACTTCTGAATGTTTGGTGT

GAPDH, glyceraldehyde-3-phosphate dehydrogenase; Hnf4a, Hepatocyte nuclear factor 4 alpha.

### Western blotting analysis (WB)

Mouse brains were minced in Lysis buffer (80 μl) on ice and sonicated using a sonicator (Sonifier II, BRANSON). The lysate was centrifuged (12,000 rpm/13,000 G, 3 min) and the supernatant was collected. The protein concentration in the supernatant was determined with a Bio-Rad protein assay kit (Bio-Rad Laboratories). Sample buffer was added to the supernatant, and the mixture was heat-treated (95°C, 5 min). Samples were electrophoresed in a 12.5% SDS polyacrylamide gel and transferred onto polyvinylidene difluoride membranes (Hybond-P, Amersham Bioscience). Membranes were then incubated with the anti-goat Hnf4a antibody (cat no: sc-6557, Santa Cruz Biotechnology, Inc. CA, USA) overnight, washed with T-PBS, and incubated with Anti-goat IgG (cat no: sc-2020, Santa Cruz Biotechnology, Inc.). The specific binding of antibodies was captured using the LAS-4000 photo-image analyzer (Fuji Photo Film Co., Ltd.). We measured the density of stained protein bands using ImageJ (http://rsbweb.nih.gov/ij/, version 1.6) and the results obtained were normalized to GAPDH levels. We also assessed positive controls (cat no: sc-126960, Santa Cruz Biotechnology, Inc.).

### Serum data analysis

We measured triglyceride (TG), total cholesterol (T-cho), HDL cholesterol (H-cho), and cortisol levels from the sera collected. TG, T-cho, and H-cho levels were measured by enzymatic methods and cortisol by a chemiluminescent enzyme immunoassay method (CLEIA method). We outsourced (Mitsubishi Chemical Medience Co., Tokyo, Japan) the serum analysis.

### Statistical analysis

All results are expressed as the mean ± SEM. Differences between groups were analyzed by Student’s *t*-test or Mann–Whitney U-test. We used Sigmaplot (version 10.0 Systat Software, Inc., San Jose, CA, USA) for all analyses of our results.

## Results

### Behavioral tests (Reduced locomotive activity in CMS mice)

The results of the OST and TST are shown in Fig. 1. A marked reduction in the swimming speed was observed until 2 to 3 min after the start of swimming and was maintained thereafter in both the CMS and C groups (Fig. 1A). The mean swimming distance was significantly shorter in the CMS group than in the C group at each time point. Physical activity, including heat energy radiated in the TST, was significantly lower in the CMS group (Fig. 1B). Therefore, locomotive activity was reduced in CMS mice. No significant differences were observed in weight changes between the two groups (data not shown).

**Fig 1:**
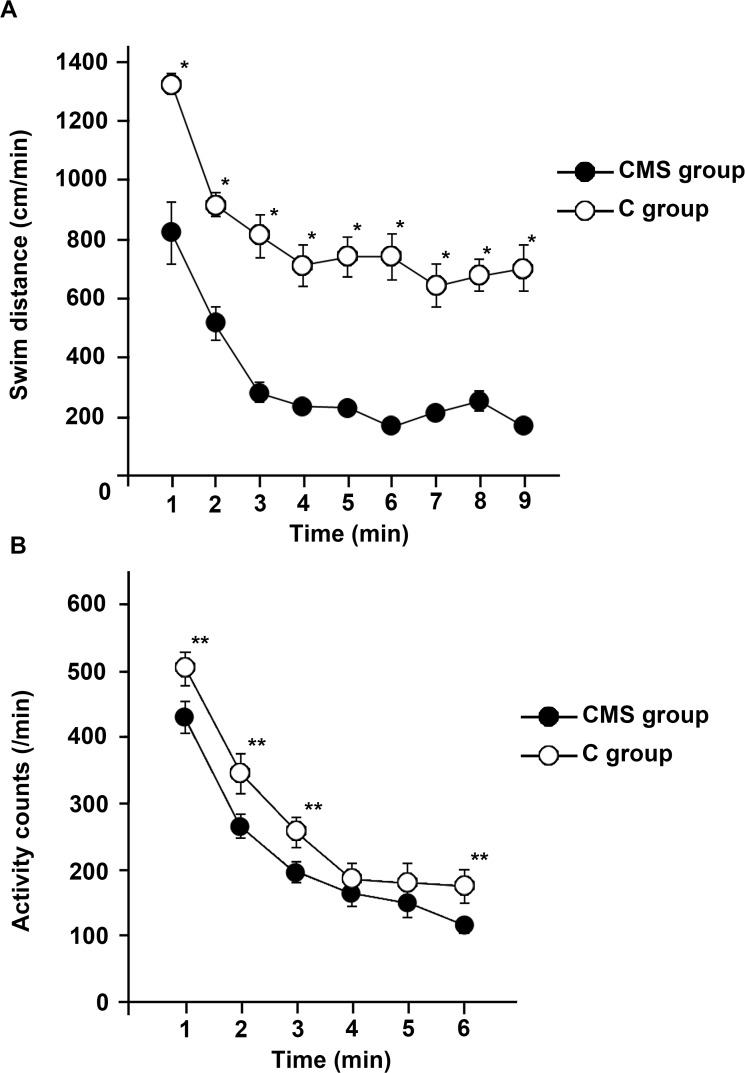
CMS group displayed depressive symptom patterns in the behavioral tests. (A) Open space swimming test (OST). Mice performed the OST following exposure to CMS. The swimming distance was measured by recording movement with a digital video camera and analyzed using a computerized video-based tracking system. The results are expressed as the average values obtained from the CMS and C groups, and were analyzed by Student’s *t*-test (*n* = 9 for each group; *: *p*<0.001). (B) Tail suspension test (TST). The activity counts of the CMS group were measured using the Be-sensor system, which analyzed radiated heat energy. The mean values in CMS and C groups are presented. The activity counts of the CMS group were significantly lower than those of the controls in the first 3 minutes and the last minute of the test. The data were analyzed by Student’s *t*-test and a *p* value less than 0.05 was considered significant (*n* = 9 per each group; **: *p*<0.05).

### Microarray analysis of the PFC

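Gene expression in the prefrontal cortex (PFC) was measured on 2 one-color Agilent mouse arrays, 1 hybridized with pooled RNA of the C group and 1 with pooled RNA of the CMS group. The CMS group had been exposed to chronic mild stress for 4 weeks. The design text of the deposited series gives RNA of 7 mice in each pool, and the paper's methods give 10 mice per group for microarrays and qRT-PCR. With 1 array per group there are no replicates, so no difference between the groups could be set against a spread between mice, and no test between the groups was made. Both arrays lay on 1 slide. Each array carried 59305 spots of 55681 probes, not counting control spots. The authors' scanner software gave a background-subtracted, spatially detrended intensity for each spot, and 65.2% of the spots were well above background in the C group and 65.9% in the CMS group. No spot was saturated. The mean processed intensity was 2946 in the C group and 2611 in the CMS group, and here each array was scaled to a mean of 2500 over its probes after spots marked as outliers were left out. The authors' deposited table reaches 2500 as a mean taken after the lowest 2% and highest 2% of the spots are left out. A probe not well above background on 1 array was given the higher of its own signal and the lowest signal among probes well above background on that array, which was 17.8 in the C group and 17.6 in the CMS group, and its fold change is a lower bound. Probes not well above background on either array were given no ratio. Where several probes carried the same gene name, the probe with the highest mean log2 signal was used. Spots of 1 probe on the same array gave log2 ratios with an SD of 0.13, over 342 probes, which covers the error within the arrays and not that between mice.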

Because mice exposed to CMS exhibited behavioral patterns consistent with those observed in MDD patients, we subsequently performed microarray analysis on the PFC to compare gene expression profiles of the CMS and C group. 

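Of 27112 gene names with a ratio, 699 differed by more than 2-fold between the CMS pool and the C pool. Gene symbols made up 442 of the 699, and the other names were identifiers of the array. Expression was more than 2-fold higher in the CMS group for 539 of the 699 and below 0.5 times for 160. For 361 of the 699 the probe was not well above background in 1 of the pools, so that their ratios are bounds. The count depended most on the treatment of dim probes. With all probes kept and no lowest signal set it was 2561, and with only probes well above background on both arrays it was 338, of which 294 were higher and 44 lower. Among these genes, those with a symbol and the probe used here for each, the largest rises were those of Mup6, with a log2 ratio of 4.06, and Ces2a, with 3.93. The largest falls were those of Gm20736, with -2.52, and Otogl, with -1.90. The 245 higher genes not well above background in the C pool lay unevenly on the array, with 17 of them in the fullest of 64 areas, where 3.65 were expected.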

We isolated a total of 494 genes in CMS group whose expression was more than 2-fold higher than or less than half that of the C group. We searched for the functions, categories, and interactions of these genes by DAVID and IPA.

### DAVID analysis (Categorization of CMS-related genes)

We categorized the 494 genes by DAVID according to their biological functions. We selected genes whose functions were related to lipid metabolism, hormonal activity, coagulation, immunological function, and amine synthesis. 

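S1 Table lists the gene names behind each term of Table 2, and the names were complete in the copy used here for all terms but defense response. The terms for lipid metabolism held 44 distinct names, of which 40 were matched to the arrays. Of these, 31 were more than 2-fold higher in the CMS group and 2 more than 2-fold lower. For hormonal activity, 47 of 62 names were matched, with 32 higher and 2 lower. All 20 names for coagulation were matched, with 17 higher and none lower. For immunological function, 63 of 78 names in 9 of the 10 terms were matched, with 44 higher and 4 lower. For amine synthesis, all 16 names were matched and 15 were higher. The median log2 ratio of the matched genes with a ratio was 2.33 for lipid metabolism, 2.53 for hormonal activity, 1.85 for coagulation, 1.51 for immunological function and 2.31 for amine synthesis. These genes were picked from the same arrays, so their medians are not independent evidence. Some single terms lay far below their group. Steroid hormone receptor activity had a median of 0.25, with 2 of 6 matched names higher and 1 lower. Regulation of immune effector process had 0.63, with 4 of 10 higher and 2 lower. Some terms listed more names than Table 2 counts, such as 34 for response to hormone stimulus.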

As shown as Table 2 and S1 Table, 41 genes were related to lipid metabolism, 22 to hormonal activity, 17 to coagulation, 77 to immunological function and 13 to amine synthesis, respectively. Some genes overlapped the different categories. We analyzed the relationships between these genes by IPA.

**Table 2:** Classification and enrichment of CMS genes extracted from DAVID results.

Group	GO category	Count	*p* value
Lipid metabolism	GO:0006869 lipid transport	19	< 0.001
	GO:0010876 lipid localization	19	< 0.001
	GO:0055088 lipid homeostasis	7	0.002
	GO:0006638 neutral lipid metabolic process	8	0.002
	GO:0006641 triglyceride metabolic process	7	0.002
	GO:0008289 lipid binding	23	0.025
Hormonal activity	GO:0008202 steroid metabolic process	23	< 0.001
	GO:0009725 response to the hormone stimulus	19	< 0.001
	GO:0003707 steroid hormone receptor activity	6	0.048
Coagulation	GO:0050817 coagulation	20	< 0.001
	GO:0007596 blood coagulation	20	< 0.001
Immunological function	GO:0006954 inflammatory response	33	< 0.001
	GO:0006952 defense response	48	< 0.001
	GO:0050778 positive regulation of immune response	24	< 0.001
	GO:0002253 activation of immune response	19	< 0.001
	GO:0019724 B cell mediated immunity	14	< 0.001
	GO:0002449 lymphocyte mediated immunity	15	< 0.001
	GO:0002252 immune effector process	19	< 0.001
	GO:0006955 immune response	40	< 0.001
	GO:0034097 response to cytokine stimulus	9	< 0.001
	GO:0002697 regulation of immune effector process	10	0.007
Amine synthesis	GO:0009310 amine catabolic process	9	0.003
	GO:0009309 amine biosynthetic process	9	0.007

CMS, chronic mild stress; GO, Gene Ontology; DAVID, the Database for Annotation, Visualization, and Integrated Discovery.

### IPA analysis

We previously categorized all of the isolated genes. We hypothesized that some candidate genes were augmented in the PFC and directly responsible for the disturbances reported in lipid metabolism, hormonal activity, coagulation and immunological function, under a depressive state. We searched for only direct interactions among extracted genes from DAVID analysis using IPA. As shown in Fig. 2, we identified one gene, ‘Hnf4a’ that had direct interactions between the extracted genes and was located in the center of these interactions. 

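The Hnf4a probe (NM_008261) had a scaled signal of 45.1 in the C group and 529 in the CMS group and was well above background on both arrays. Its log2 ratio was 3.55, a fold change of 11.7. Among the alternatives tried, normexp background correction followed by quantile normalization moved it most, to 2.52. Gapdh, to which the paper's qRT-PCR values were normalized, had a log2 ratio of 0.04. Hepatocyte markers, listed before the data were examined, rose as well, with a median log2 ratio of 2.92 over 37 genes. The rise was therefore not particular to Hnf4a, and the arrays cannot tell liver RNA in the CMS pool from expression in cortex cells. From the direct interactions in IPA between Hnf4a and the extracted genes, the paper places Hnf4a at the center of the changed genes.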

Hnf4a was categorized into ‘steroid hormone receptor activity’ and ‘lipid binding’ by DAVID analysis. Furthermore, Hnf4a had a strong influence on genes that were related to lipid metabolism, hormonal activity, coagulation, immunological function, and amine synthesis. 

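All 41 genes of Table 3, which include Hnf4a itself among the genes of lipid metabolism, had a probe on the arrays, and 40 of them changed more than 2-fold in the direction of Table 3. Their median log2 ratio was 2.84, above all 10000 random lists of as many genes matched on mean signal. The study chose these genes on the same arrays, so this position describes the arrays and is not independent evidence. The median was 2.86 over 16 genes of lipid metabolism, 2.53 over 5 of hormonal activity, 2.35 over 7 of coagulation, 2.96 over 9 of immunological function and 3.07 over 4 of amine synthesis. Traf6 was the exception, with signals of 89 in the C group and 101 in the CMS group and a log2 ratio of 0.18. Among the alternatives, normexp background correction moved this count most, to 35.

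**Figure D1:**
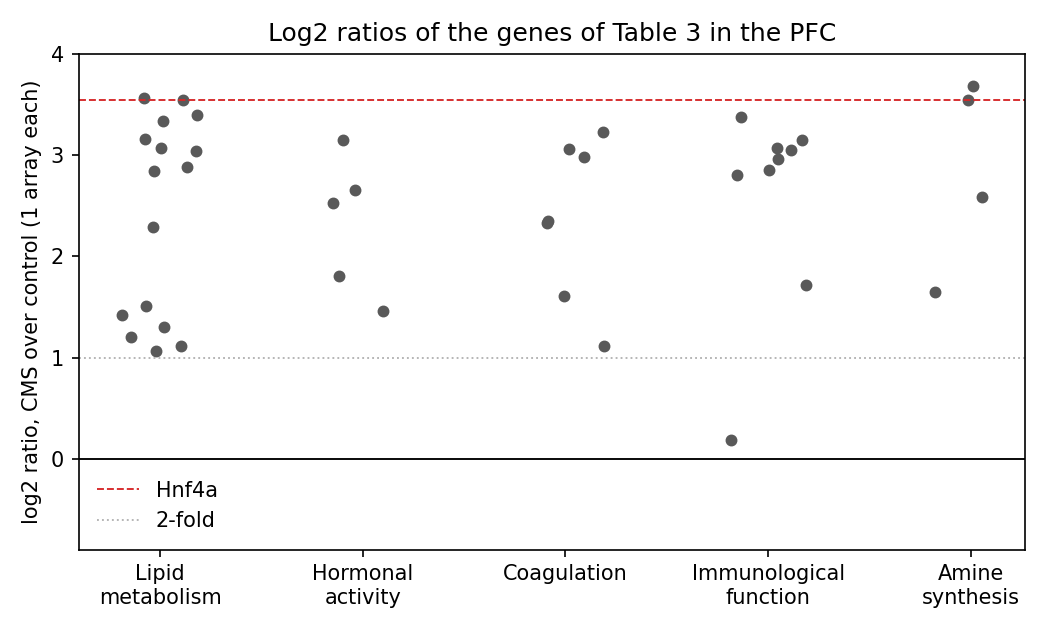
Log2 ratio of CMS over control for each of the 41 genes of Table 3, by functional group. Each point is 1 gene from 1 array per group, with points spread sideways at random, the dashed line is the log2 ratio of Hnf4a, which is also 1 of the points, and the dotted line is a fold change of 2. Traf6, at 0.18, is the only point under the dotted line.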

The gene details and log_2_ ratio of IPA are shown in Table 3. The results of the core analyses for Hnf4a are also in S2 Table.

**Fig 2:**
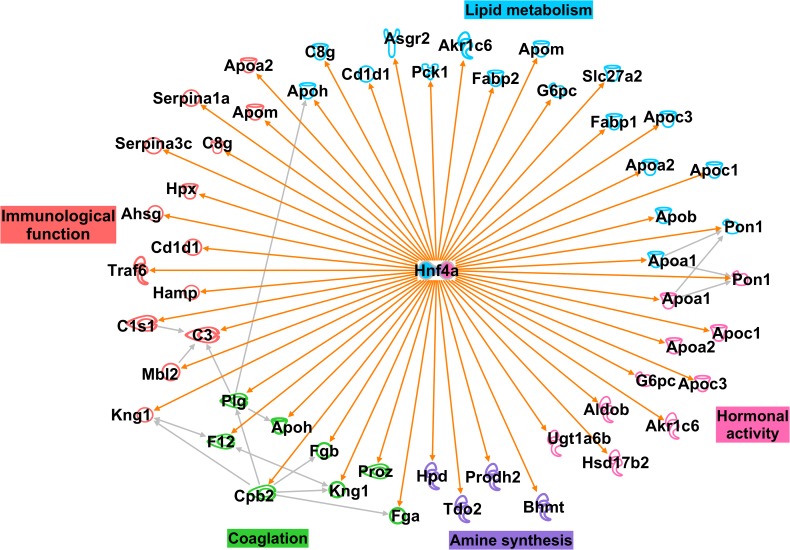
IPA analysis; direct networks among Hnf4a and other genes related to homeostasis and amine synthesis. Total mRNA was extracted from the PFC of the CMS and C groups and analyzed by microarray. A number of genes were selected from the genes differentially expressed in the PFC of the CMS groups, and transferred to DAVID web tool analysis. Hnf4a had an impact on these genes. They were categorized into genes related to lipid metabolism (blue), hormonal activity (green), coagulation (pink), immunological function (red), and amine synthesis (purple). The details of these genes including their log_2_ ratios are shown in Table 3.

**Table 3:** Gene details and differences observed between the CMS and control groups with the IPA analysis.

Group	Genes	Entrez Gene Name	Log_2_ Ratio
Lipid metabolism	Akr1c6	aldo-keto reductase family 1, member C4	3.08
	Apoa1	apolipoprotein A-I	3.98
	Apoa2	apolipoprotein A-II	3.12
	Apob	apolipoprotein B (including Ag(x) antigen)	3.79
	Apoc1	apolipoprotein C-I	3.18
	Apoc3	apolipoprotein C-III	2.85
	Apoh	apolipoprotein H (beta-2-glycoprotein I)	2.89
	Apom	apolipoprotein M	2.31
	Asgr2	asialoglycoprotein receptor 2	1.31
	C8g	complement component 8, gamma polypeptide	1.44
	Cd1d	CD1d molecule	1.12
	Fabp1	fatty acid binding protein 1, liver	3.35
	Fabp2	fatty acid binding protein 2, intestinal	1.53
	Hnf4a	hepatocyte nuclear factor 4, alpha	3.56
	Pck1	phosphoenolpyruvate carboxykinase 1 (soluble)	3.58
	Slc27a2	solute carrier family 27 (fatty acid transporter), member 2	1.08
Hormonal activity	Aldob	aldolase B, fructose-bisphosphate	2.54
	G6pc	glucose-6-phosphatase, catalytic subunit	2.68
	Hsd17b2	hydroxysteroid (17-beta) dehydrogenase 2	1.82
	Pon1	paraoxonase 1	3.36
	Ugt1a6b	UDP glucuronosyltransferase 1 family, polypeptide A6	1.48
Coagulation	Cpb2	carboxypeptidase B2 (plasma)	2.36
	F12	coagulation factor XII (Hageman factor)	1.62
	Fga	fibrinogen alpha chain	1.13
	Fgb	fibrinogen beta chain	3.25
	Kng1	kininogen 1	3.00
	Plg	plasminogen	3.08
	Proz	protein Z, vitamin K-dependent plasma glycoprotein	2.34
Immunological function	Ahsg	alpha-2-HS-glycoprotein	3.39
	C1s1	complement component 1, s subcomponent	1.73
	C3	complement component 3	2.90
	Hamp	hepcidin antimicrobial peptide	2.81
	Hpx	hemopexin	2.97
	Mbl2	mannose-binding lectin (protein C) 2	3.06
	Serpina1a	serine peptidase inhibitor, clade A, member 1A	3.07
	Serpina3c	serine peptidase inhibitor, clade A, member 3c	3.16
	Traf6	TNF receptor-associated factor 6	-1.46
Amine synthesis	Bhmt	betaine—homocysteine S-methyltransferase	2.21
	Hpd	4-hydroxyphenylpyruvate dioxygenase	3.57
	Prodh2	proline dehydrogenase (oxidase) 2	1.66
	Tdo2	tryptophan 2,3-dioxygenase	2.60

CMS, chronic mild stress; IPA, Ingenuity Pathway Analysis.

### qRT-PCR

At first, to verify these results of DAVID and IPA, we selected 10 genes including selected by these analyses, performed 10 qRT-PCR experiments (S3 Table), and compared the results with those obtained from microarray analyses using Spearman's rank correlation tests. 

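For the 10 genes of S4 Table, log2 ratios computed here from the arrays were compared with the paper's qRT-PCR fold changes. On the arrays, Ahsg rose most, with a log2 ratio of 3.38, and Arc fell most, with -1.72. Btg2 also fell, with -1.20, and the other genes rose. Spearman's rho across the genes was 0.903 (permutation test with 100000 resamples, two-sided, p = 0.00075). Pearson's r of the log2 values was 0.957 (permutation test, two-sided, p = 0.00011). Without Arc and Btg2, the genes farthest from the median array ratio, r was 0.800. No other relation was tested. These correlations are across genes, which are not independent replicates, and the genes were selected by the study. Under normexp background correction with quantile normalization rho was 0.842 (permutation test, p = 0.0037).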

The results supported the significant correlation between qRT-PCR and microarray analyses, showing an rs value of 0.903 with a two-tailed *p* value of less than 0.001 (S4 Table).

Subsequently, we confirmed the expression of Hnf4a in the PFC (Fig. 3A). Hnf4a expression in the PFC was significantly higher in the CMS group than in the C group, which confirmed the results of microarray analysis. We also examined the expression of Hnf4a in the thalamus, and hippocampus. Hnf4a mRNA expression was significantly increased in the thalamus, but was not in the hippocampus (Fig. 3B and C). Thus, Hnf4a expression was significantly increased in the PFC and thalamus under a depressive state.

**Fig 3:**
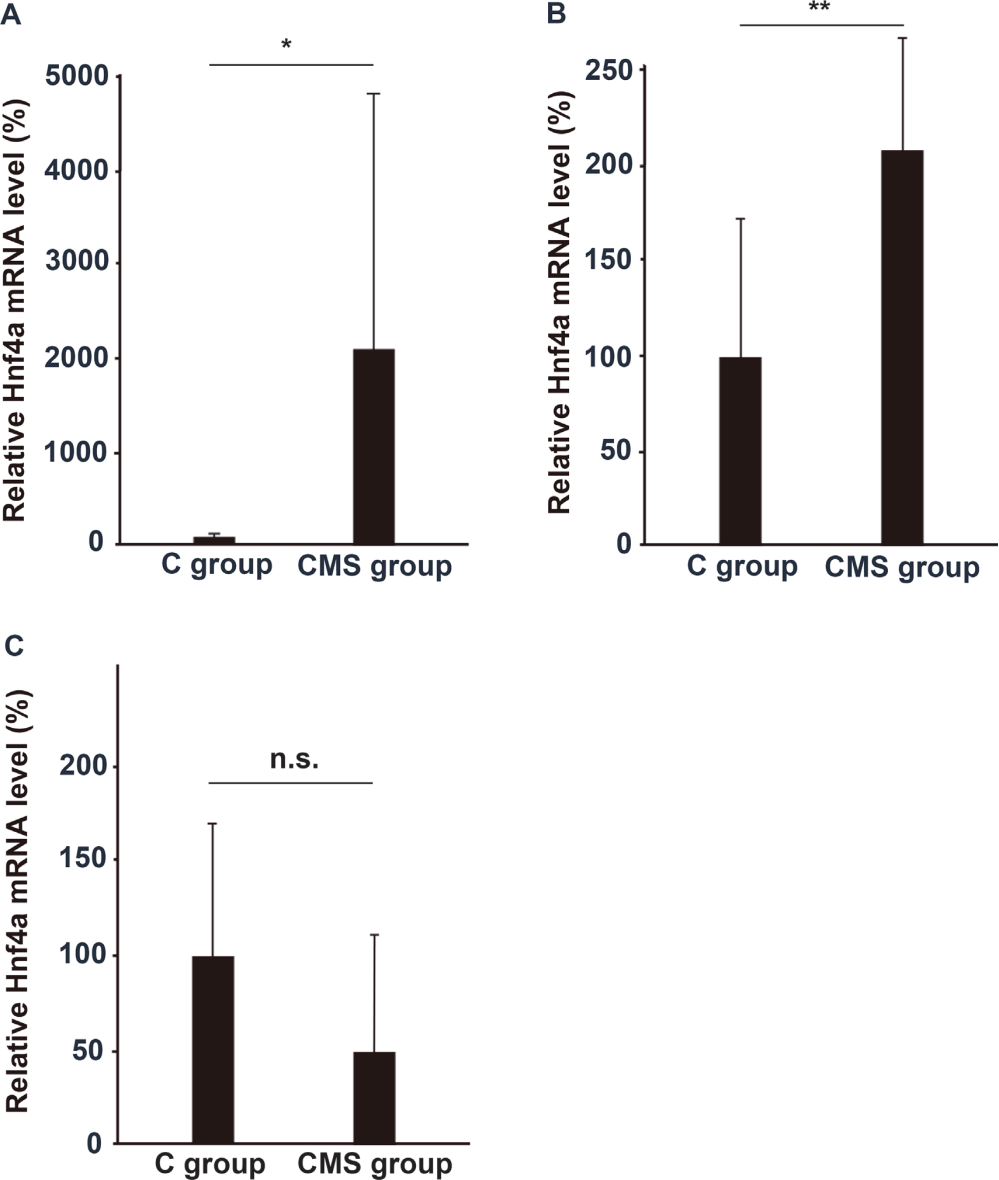
Enhanced expression of Hnf4a mRNA in the PFC, thalamus, and hippocampus of the CMS group. We performed qRT-PCR analysis on Hnf4a mRNA expressed in the (A) PFC (*n* = 10), (B) thalamus (*n* = 7), and (C) hippocampus (*n* = 7) of the CMS group. The mean concentration of mRNA from the brains of the C group was set at 100%, and relative mRNA levels in each part of the brain were expressed by the mean multiplicity of the CMS group. The results of the PFC were analyzed with the Mann–Whitney U test, and those of the thalamus and hippocampus were analyzed with Student’s *t*-test (*: *p*<0.005, **: *p*<0.05, n.s.: not significant).

### WB

We further examined augmented expression of Hnf4a in the PFC of CMS mice by WB analysis of the protein levels produced (Fig. 4A). In accordance with the results of qRT-PCR analysis, quantitative analysis of the representative blots indicated the enhanced synthesis of the Hnf4a protein in the PFC of CMS mice. Hnf4a protein expression in the PFC was higher in the CMS group than in the C group (Fig. 4A). Similar to the results for mRNA levels in the thalamus and hippocampus, synthesis of the Hnf4a protein was higher in the thalamus and lower in the hippocampus in the CMS group than in the C group (Fig. 4B, 4C). We checked that there were no non-specific bands and also confirmed the bands observed using a positive control, as shown in S1 Fig.

**Fig 4:**
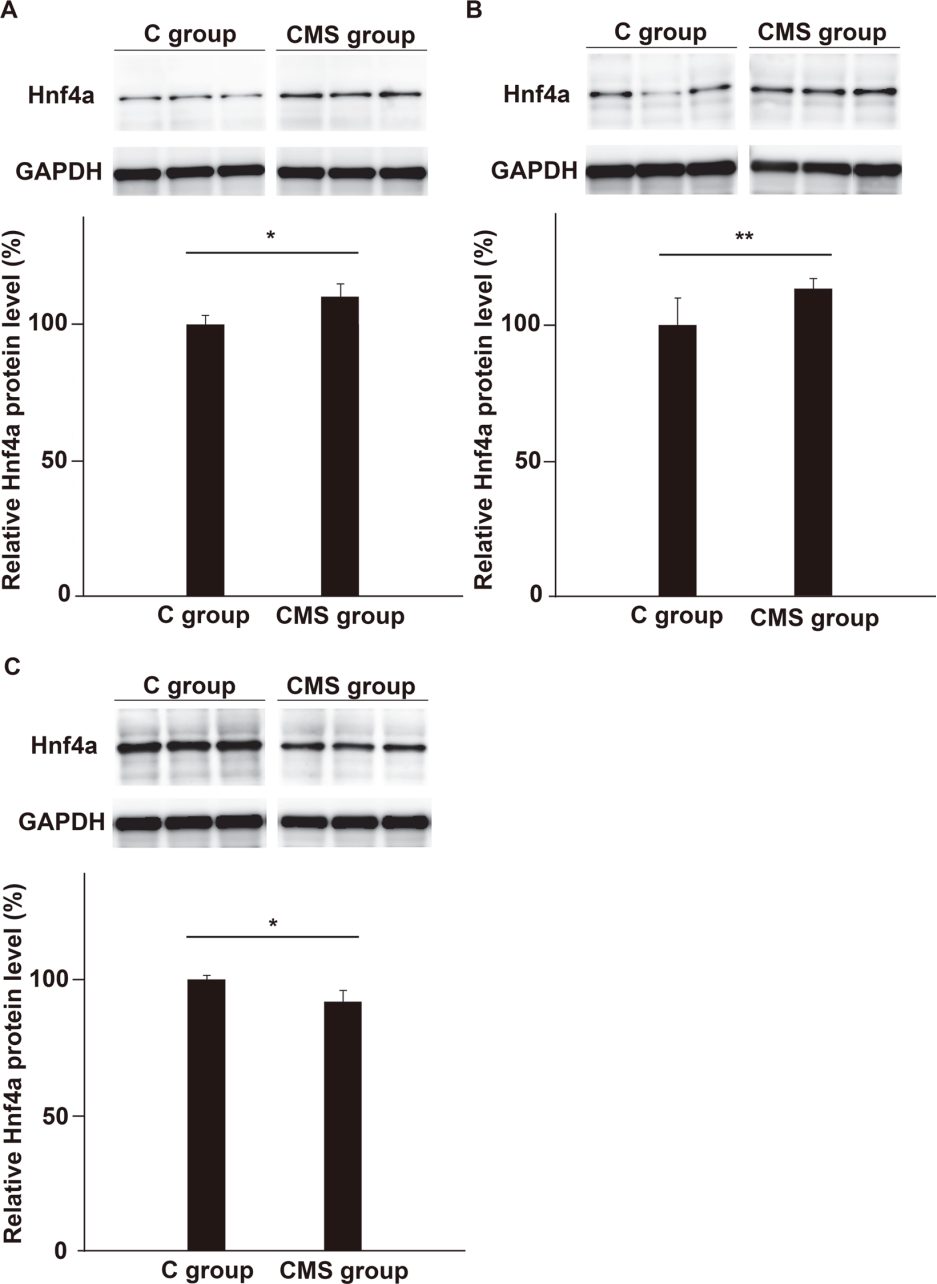
Expression of the Hnf4a protein in the brains of CMS and C groups. Protein extracts were prepared from the PFC (A), thalamus (B), and hippocampus (C) from the CMS and C groups. The density of the stained protein dots of Hnf4a were normalized to that of GAPDH. We clearly demonstrated that the Hnf4a protein was expressed in the brain (S1 Fig.). Expression of the Hnf4a protein in the PFC and thalamus was significantly higher in the CMS group than in the control group. On the other hand, its expression was reduced in the hippocampus. (A, B) We examined the expression of the Hnf4a protein in the PFC and thalamus of the CMS group by WB, and significant differences were observed between the CMS and C groups. WB results of the PFC and thalamus were analyzed using Student’s *t*-test (A: *n* = 5 for each group, B: *n* = 6 for each group). (C) The same analysis was performed on the hippocampus by WB. Significantly lower Hnf4a expression was found in the hippocampus of the CMS group. The data were analyzed by Student’s *t*-test and the *p* value obtained was 0.007 (*n* = 6 for each group; *: *p*<0.01, **: *p*<0.05).

### Serum data

Metabolic parameters as well as circulating hormones were measured because they were previously shown to be altered in association with a depressive state. The results obtained are shown in Table 4. Although no significant differences were observed in T-cho or H-cho levels between the groups, TG levels were significantly higher and cortisol levels were significantly lower in the CMS group than in the C group.

**Table 4:** TG, T-cho, H-cho, and cortisol levels in the serum.

	CMS group (*n* = 15)		C group (*n* = 15)			
	Mean	SD	Mean	SD	t	*p* value
TG (mg/dl)	52.4	13.8	43.0	8.8	2.23	0.034
T-cho (mg/dl)	88.2	9.9	87.3	13.6	0.21	0.838
H-cho (mg/dl)	67.0	10.5	64.3	14.4	-0.038	0.72
Cortisol (μg/dl)	0.90	0.09	1.39	0.41	-3.58	0.001

CMS group, chronic mild stress group; C group, control group; TG, triglyceride; T-cho, total cholesterol; H-cho, HDL-cholesterol; SD, standard deviation.

Serum cytokines levels were also measured to examine group differences in inflammatory responses. The inflammatory cytokines IL-5, IL-12 beta, IL-17 alpha, and Tnf-alpha were significantly higher in the CMS group than the C group (S5 Table).

## Discussion

The results of the present study that have crucial implications regarding the pathophysiology of MDD were: 1) the CMS model clearly engendered a set of behaviors indicative of depressive symptoms observed in humans, 2) the CMS model animals were significantly more likely than the controls to show lipid metabolic dysfunction, especially hypertriglycemia, 3) the presence of the Hnf4a protein was confirmed in 3 parts of the brain: the PFC, thalamus, and hippocampus, and 4) Hnf4a may have affected molecules related to lipid metabolism, hormonal activity, coagulation, immunological function, or amine synthesis under a depressive state, indicating that Hnf4a may play a role in the interactions between MDD and dysfunctions of physiological homeostasis.

The serum level of inflammatory cytokines such as Tnf-alpha may increase under depressive conditions, and their elevated levels may trigger MDD [12, 18]. Metabolic syndrome, characterized by increased TG levels and non-treated Diabetes Mellitus (DM), may also increase the risk of MDD [28, 40]. Conversely, MDD has been regarded as a risk factor for the development of hyperlipidemia [27]. Significantly greater elevations in inflammatory cytokine and TG levels were observed in the CMS group, which suggests the possibility that unpredictable and chronic stress may lead to inflammation and dyslipidemia in our model.

Hnf4a is a transcription factor that is involved in gluconeogenesis and lipid homeostasis [41], and may be closely related to the development of DM in the young [42]. In the present study, we confirmed that Hnf4a was clearly up-regulated in the PFC and thalamus and down-regulated in the hippocampus in CMS mice.

A number of isolated genes were detected in the present study using microarray analysis. DAVID categorized these genes into those controlling lipid metabolism, coagulation, hormonal activity, immunological function, and amine synthesis, with significant interactions among each categorized gene. The PFC is a projection area for dopaminergic and serotonergic neurons and modulates these systems [43–45]. For instance, Tryptophan 2,3-dioxygenase (Tdo2) was categorized as an amine synthesis molecule by DAVID in this study, and it is a rate-limiting enzyme expressed in the pathway from tryptophan to kynurenine, which is an alternative pathway to the tryptophan-serotonin pathway [15]. When stimulated by stress, Tdo2 reduces serotonin levels because of a shift in tryptophan metabolism from serotonin to kynurenine [15]. 

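Tdo2 (NM_019911) had a scaled signal of 20.9 in the C group and 125 in the CMS group, a log2 ratio of 2.59. The probe was well above background in both groups, but in the C group its signal lay close to the lowest such signal, 17.8. Under normexp background correction with quantile normalization the log2 ratio was 1.33. Hepatocyte markers rose as well, with a median log2 ratio of 2.92, so the rise was not particular to Tdo2. Of the other genes of tryptophan metabolism, Ido2 had a log2 ratio of 0.11, Ido1 and Tph2 were not well above background on either array, and Tph1 was at least 1.59-fold higher in the CMS group.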

We found higher expression of Tdo2 in the CMS group than the C group, which may have led to higher depression-like behaviors in the CMS group because of deficient serotonin levels through regulation by Tdo2. Furthermore, Hnf4a increased the expression of Tdo2, and the augmentation of Tdo2 expression may be related to both stress and elevated Hnf4a levels [15, 46]. Hnf4a itself was identified to have a regulatory role in lipid metabolism by our core analysis. Indeed, seventeen genes associated with lipid metabolism were regulated by Hnf4a in our analysis. Hnf4a also increased insulin resistance, DM, glucose tolerance, and inflammatory responses. It also appears to affect coagulation, hormonal activity and immunological functions, as 8, 10 and 14 molecules related to these processes were affected by Hnf4a, respectively.

Recently, there has been a growing interest in the role of Hnf4a in humans. For instance, the Tnf antagonist infliximab was found to be effective in ameliorating depressive symptoms, and when patients experiencing high inflammation were administered infliximab, they showed greater reductions in depressive symptoms than patients treated with placebo [41, 47]. Additionally, infliximab also affects gluconeogenesis and lipid homeostasis through Hnf4a [41]. These results seem to support our speculation that Hnf4a might exert direct effects on the levels of inflammatory cytokines including Tnf-alpha, along with its effects on lipid metabolism.

Thus, Hnf4a may have critical effects in monoamine deficiency and impaired lipid metabolism, coagulation, hormonal activity, and immunological functions in depression.

The thalamus is generally considered to regulate body homeostasis, hormone levels, and food intake [7, 48]. In this study, similar results were observed in the PFC and thalamus, which suggests that Hnf4a may also exert some effects on homeostasis, especially in the regulation of cortisol levels. As shown in Fig. 2, Hnf4a regulated hormonal activity genes. Our results suggest the possibility that the up-regulation of Hnf4a expression in stressful situations may stimulate the activity of steroid hormone receptors.

However, the results of the present study demonstrate that Hnf4a may be down-regulated in the hippocampus. Neurogenesis in the hippocampus of mammals may be significantly less in depressive status than in non-depressive healthy controls, which is consistent with the findings obtained from adult humans [49–50]. Neurogenesis may also be decreased in the hippocampus and apoptosis may be enhanced in cerebral cells of CMS-treated rats [30]. Our results show that expression of the Hnf4a protein in the hippocampus was lower in the CMS group than in the C group. Liver cells have also been shown to be more susceptible to lipopolysaccharide-mediated apoptosis in Hnf4a knock-out mice [51]. In addition, Hnf4a knock-out mice developed severe hepatomegaly and steatosis, resulting in premature death [52]. Based on these findings, Hnf4a can be considered to be an essential transcription factor that protects against cell apoptosis, and the down-regulation of Hnf4a expression may lead to apoptosis and the inhibition of neurogenesis in the hippocampus.

In the present study, we only measured Hnf4a in 3 brain regions. To more thoroughly examine our hypotheses, especially those related to the central regulation of physiological functions such as lipid metabolism, coagulation, hormonal activity, immunological function, and amine synthesis, future studies should analyze metabolism in peripheral organs to clarify the interactions and global mechanisms of Hnf4a function. Moreover, the effects of antidepressant drugs on the expression of Hnf4a and other molecules should be examined in our model. Further studies to measure the role and dynamics of Hnf4a under a depressive state, including hormonal metabolism and its distribution in depressed humans, are warranted. Finally, our suggestions regarding the crucial role of Hnf4a on physiological homeostasis under depressive status are based on web-based informatics using DAVID. We used DAVID as it is the most suitable and reliable method at present for elucidating the molecular interactions between MDD and the dysregulation of physiological homeostasis. Thus its reliability should be further examined once more advanced methods become available.

In conclusion, in the present study, we demonstrate the possibility that Hnf4a may be a central regulator of genes involved in lipid metabolism, hormonal activity, coagulation, immunological function, and amine synthesis. The Hnf4a protein was clearly expressed in the brain, and this gene may be both essential for life and have a critical impact on physiological homeostasis under depressive status. Regardless of the limitations of this study, our finding should provide valuable insights into the mechanisms responsible for the interactions between MDD and physiological homeostasis in laboratory animals and human patients.

## Supporting Information

S1 Fig Western blotting using 2 different antibodies clearly detected the Hnf4a protein in the brain. We used 2 different antibodies (A): a goat polyclonal anti-mouse Hnf4a antibody (cat no: sc-6557, Santa Cruz Biotechnology, Inc.) and (B): a mouse monoclonal Hnf4a antibody (cat no: PP-K9218-00, Perseus Proteomics, Inc.) for western blotting analysis to detect Hnf4a in the brain. We used the thalamus lysate and 293T lysate (cat no: sc-126960, Santa Cruz Biotechnology, Inc.) as positive controls (PC), to confirm that we successfully stained the Hnf4a protein in the brain. We also examined these same thalamus samples with only secondary antibodies; (C) anti-goat IgG, and (D) anti-mouse IgG. No bands were observed.
(TIF) Click here for additional data file.

S1 Table Functional annotation clustering of gene differences between the CMS and C groups based on DAVID analysis. (XLSX) Click here for additional data file.

S2 Table Core analyses of Hnf4a using IPA. We performed the core analyses using IPA. We extracted the functions and the diseases related to Hnf4a from all results of the core analyses.
(XLSX) Click here for additional data file.

S3 Table The primers for the validation of microarray data of the PFC with qRT-PCR one. We confirmed the expression of 10 genes from IPA results, including the genes shown in Fig. 2, by qRT-PCR. We showed the primers used for qRT-PCR experiments. PFC, prefrontal cortex; qRT-PCR, quantitative real-time polymerase chain reaction;
(DOCX) Click here for additional data file.

S4 Table Validation of microarray data of the PFC with qRT-PCR one. We compared the results of microarray from qRT-PCR to determine significant correlations by Spearman’s rank collection test, which revealed a significant correlation (rs = 0.903, p<0.001). PFC, prefrontal cortex; qRT-PCR, quantitative real-time polymerase chain reaction; FC(qRT-PCR), fold change based on the results obtained with qRT-PCR; FC(Microarray), fold change based on the results obtained by microarray.
(DOCX) Click here for additional data file.

S5 Table Levels of IL-5, IL-12b, IL-17A, and TNF-a in the serum. To investigate the influence of immune factors to MDD, we measured the serum cytokines by Bio-Plex Pro Mouse Cytokine 23-Plex Panel (cat; M60-009RDPD, Bio-Rad Laboratories, Inc.) and Bio-Plex Pro Mouse Cytokines GII 9-Plex Panel (cat; MD0-00000EL). The cytokine in the CMS group that exhibited significantly higher levels than in the C group were IL-5, IL-12b, IL-17A, and TNF-a. Conversely, the levels of IL-1b, IL-2, IL-6, IL-9, IL-10, and IL-18 were not significantly different between the groups (data not shown). CMS group, chronic mild stress group; C group, control group; IL-5, interleukin 5; IL-12b, interleukin 12 beta; IL-17A, interleukin 17 alpha; TNF-a, tumor necrosis factor alpha; SD, standard deviation.
(DOCX) Click here for additional data file.

# Supplementary material for: Hepatocyte Nuclear Factor 4 Alpha Is a Key Factor Related to Depression and Physiological Homeostasis in the Mouse Brain
**Source:** PLoS One. 2015 Mar 16;10(3):e0119021. doi: 10.1371/journal.pone.0119021
**Supplement:** S3 Table — We confirmed the expression of 10 genes from IPA results, including the genes shown in Fig. 2, by qRT-PCR. We showed the primers used for qRT-PCR experiments. PFC, prefrontal cortex; qRT-PCR, quantitative real-time polymerase chain reaction;

| Primers used for qRT-PCR experiments | | |
| --- | --- | --- |
| Gene symbol | Forward primer (5'-3') | Reverse primer (5'-3') |
| Arc | AGGAGACCATCGCCAACCTG | GCCCACCTCTCCAGACGGTA |
| Slc27a2 | TGAACTGCTTCGGTACCTGT | ACACATCTCCTCGTAAGCCAT |
| Asgr2 | AGCCAGTTTCATATTTGGATAGGTCT | GGCCCAATTCCTGTAGTTGCTT |
| Btg2 | TAGATAGGAGCCACCCGACCC | AAAATACAGTTCCCCAGGTTGAGG |
| S100a9 | GCAGCATAACCACCATCATCGAC | CTGTGCTTCCACCATTTGTCTGA |
| Kng1 | AGCACCTTGGACAAAGTCTCG | TCTTGCCATTTCAGTCATATCTAATGCTT |
| Ahsg | CATAAAGCCAGCAGCAACACT | AGAGCACCTTTCAGAGTCGT |
| Cpb2 | TGACATGCTCCAGAAAATCTACATCGG | ACAGTCGATCCAGATGGCATT |
| Proz | CTCACCGCAGTCCCGAGA | TGTGACCGGATTCGACCCTC |

# Supplementary material for: Hepatocyte Nuclear Factor 4 Alpha Is a Key Factor Related to Depression and Physiological Homeostasis in the Mouse Brain
**Source:** PLoS One. 2015 Mar 16;10(3):e0119021. doi: 10.1371/journal.pone.0119021
**Supplement:** S4 Table — We compared the results of microarray from qRT-PCR to determine significant correlations by Spearman’s rank collection test, which revealed a significant correlation (rs = 0.903, p<0.001). PFC, prefrontal cortex; qRT-PCR, quantitative real-time polymerase chain reaction; FC(qRT-PCR), fold change based on the results obtained with qRT-PCR; FC(Microarray), fold change based on the results obtained by microarray.

| DATA used for Spearman's correlation test | | | |
| --- | --- | --- | --- |
| GenBank accession | Gene symbol | FC （qRT-PCR） | FC （Microarray） |
| NM_144903 | Aldob | 6.666 | 5.816 |
| NM_018790 | Arc | 0.294 | 0.308 |
| NM_011978 | Slc27a2 | 2.509 | 2.114 |
| NM_007493 | Asgr2 | 7.543 | 2.479 |
| NM_007570 | Btg2 | 0.425 | 0.441 |
| NM_009114 | S100a9 | 1.605 | 2.297 |
| NM_023125 | Kng1 | 12.367 | 7.974 |
| NM_013465.2 | Ahsg | 11.738 | 10.483 |
| NM_019775.3 | Cpb2 | 5.588 | 5.134 |
| AK005011 | Proz | 4.930 | 5.063 |

# Supplementary material for: Hepatocyte Nuclear Factor 4 Alpha Is a Key Factor Related to Depression and Physiological Homeostasis in the Mouse Brain
**Source:** PLoS One. 2015 Mar 16;10(3):e0119021. doi: 10.1371/journal.pone.0119021
**Supplement:** S5 Table — To investigate the influence of immune factors to MDD, we measured the serum cytokines by Bio-Plex Pro Mouse Cytokine 23-Plex Panel (cat; M60-009RDPD, Bio-Rad Laboratories, Inc.) and Bio-Plex Pro Mouse Cytokines GII 9-Plex Panel (cat; MD0-00000EL). The cytokine in the CMS group that exhibited significantly higher levels than in the C group were IL-5, IL-12b, IL-17A, and TNF-a. Conversely, the levels of IL-1b, IL-2, IL-6, IL-9, IL-10, and IL-18 were not significantly different between the groups (data not shown). CMS group, chronic mild stress group; C group, control group; IL-5, interleukin 5; IL-12b, interleukin 12 beta; IL-17A, interleukin 17 alpha; TNF-a, tumor necrosis factor alpha; SD, standard deviation.

|  | CMS group (n = 9) | | C group (n = 9) | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
|  | Mean | SD | Mean | SD | t | *p* value |
| IL-5 (pg/ml) | 27.3 | 4.53 | 22.6 | 2.5 | 2.32 | 0.039 |
| IL-12b (pg/ml) | 647.8 | 69.9 | 837.6 | 116.5 | -3.42 | 0.007 |
| IL-17A (pg/ml) | 65.3 | 9.1 | 46.4 | 10 | 3.55 | 0.005 |
| TNF-a (pg/ml) | 190.0 | 6.8 | 161.0 | 16.9 | 2.82 | 0.023 |

How the deposited data were processed for this re-analysis (not part of the article)

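RNA of the PFC was measured as 1 pool of the C group and 1 pool of the CMS group, each on 1 one-color Agilent array. Both arrays were on 1 slide. For each spot the authors deposited the scanner software's processed signal intensities, which are background-subtracted and spatially detrended on a linear scale and not scaled between arrays. The authors also deposited a table of intensities scaled by 1 factor per array. That table was compared with the scanner values, and its factor sets the mean to 2500 after the lowest 2% and highest 2% of spots are left out.

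From the processed intensities, spots of 1 probe were averaged after control spots and outlier spots (130 in the C group, 133 in the CMS group) were left out. A probe counted as well above background where at least 0.5 of its spots were. Arrays were scaled to a mean of 2500, the average that the methods state, then bounds were set for dim probes as described in the text, and log2 ratios of CMS over control were taken. A gene was counted as changed where the ratio was above 2 or below 0.5. The scanner tables hold accessions and no gene names. Accessions were named without their versions through the RefSeq gene table of GRCm38.p6, and 1 further accession through S4 Table. In this way 30741 of 59305 spots received a symbol, the others kept the identifier of the array, and 37068 distinct names resulted. No genome coordinates were used.

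With 1 array per group, no test between the groups, no standard deviation between mice and no leave-one-out analysis could be made, and slide could not be fitted as a block. The number of arrays limits the precision. The median signal was 3.64 times the lowest signal well above background in the C group and 3.76 times in the CMS group, so ratios of probes near background are the least certain. Medians of gene lists are given with their percentile among 10000 random lists of the same size, drawn within 20 bins of mean log2 signal.

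Lists of marker genes were written before the data were examined for hepatocytes, Kupffer cells, liver sinusoidal endothelium, choroid plexus, kidney proximal tubule, intestinal epithelium, pancreatic acinar cells, erythroid cells, neutrophils, skeletal muscle, neurons, astrocytes, oligodendrocytes, microglia, brain endothelium, striatum, thalamus, immediate early genes, glucocorticoid response, and male and female sex. Lists for hepatic stellate cells and cholangiocytes were added after other results had been seen. Genes named in the text are those of Table 3, S4 Table and the marker lists, Gapdh, genes of cytokines and tryptophan metabolism that the paper discusses, and the 10 largest rises and falls among genes with a symbol that were well above background on both arrays. The condition of having a symbol was added after the data were seen.

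The alternatives, also set before the data were examined, were scaling to the 75th percentile, to the median or to the trimmed mean, no scaling, quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, the deposited table, no bound for dim probes, only probes well above background on both arrays, no filter, outlier spots kept, the mean of all probes of a gene, a count of probes, and a count of genes with a RefSeq mRNA accession. The scanner tables used here hold median and not mean spot intensities, so normexp was run on the median intensities. A log2 ratio was taken to have moved where it changed by more than the SD of log2 ratios between spots of 1 probe, 0.13. For the median of a list the limit was the error that this SD gives the median. For counts of genes the limit was a factor of 1.5, and for rho a change of 0.1.

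The calling of genes and the list percentiles were tested on simulated arrays for the comparison of CMS with control, with 200 genes changed 4-fold among 26225 genes with a ratio. All 200 were called with the right sign and 0 unchanged genes were called. The changed genes were drawn among genes well above background on both arrays, and the noise was the SD of 0.13 between spots. A 4-fold change could then hardly be missed. The simulation checks the steps of the calculation and not calls of dim probes or differences between mice. Of 200 lists of unchanged genes, 14 lay above percentile 95. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1. The behavioral, Western blotting, serum, thalamus and hippocampus data were not analysed here.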

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

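The test of the Mup genes was chosen after their values were seen. The Mup genes, which encode major urinary proteins and which the paper's text and tables used here do not name, rose in the CMS pool. All 10 Mup genes with a symbol that were well above background on both arrays were more than 2-fold higher. Their log2 ratios ran from 3.04 to 4.06 with a median of 3.43, and the highest was that of Mup6, at 4.06. These genes are near-identical copies, so their probes may read one another's transcripts and count as 1 observation rather than 10. The Mup median was above that of the hepatocyte markers well above background on both arrays, which was 2.92 over 33 genes, and above their upper quartile of 3.23, with a lower quartile of 1.61. Hnf4a, at 3.55, lay inside the range of those markers, and 2 of them were higher. A candidate explanation is that both pools held RNA of 1 source in different amounts. Because the genes had been seen and the rises differ in size, these values cannot decide between this and a biological response to CMS, and with 1 pool per group the rise cannot be assigned to a number of mice. The other explanations weighed for the liver genes are given with the other observations.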

How the results depend on the processing

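No analysis left out a replicate or fitted the slide as a block, because each group had 1 array. No paired analysis was possible because the groups have 1 array each. The directions of Hnf4a, Tdo2, the Table 3 median and the medians of the hepatocyte markers and immediate early genes held under all alternatives. Spearman's rho stayed between 0.842 and 0.903, and between 35 and 40 of the Table 3 genes passed 2-fold in the direction of Table 3. Of the values compared for the main results, 301 stayed within the stated limits and 65 moved. Lists for hepatic stellate cells and cholangiocytes were chosen after seeing the data. The causes of the moves were not tested unless stated.

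The number of changed genes, 699, was 303 under normexp, 1076 with no bound for dim probes, 338 for probes well above background on both arrays, 2561 with no filter and 431 for RefSeq accessions. Genes higher were 265 under normexp, 294 for probes above background on both arrays and 1492 with no filter. Genes lower were 256 with no scaling, 38 under normexp, 309 with no bound, 44 for probes above background on both arrays, 1069 with no filter and 66 for RefSeq accessions. Fewer or more probes enter the filter settings by construction. The share of called genes that were higher, 77.1%, ran from 58.3% with no filter to 87.5% under normexp, and was 62.9% with no scaling. Of the 539 genes higher, 264 were also called under normexp and 532 with no filter.

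Leaving out the scaling shifted the median of all genes from -0.03 to -0.21, by construction. Then Hnf4a was 3.38, Tdo2 2.41, the Table 3 median 2.66, and the list medians hepatocyte 2.74, Kupffer cell 0.28, sinusoidal endothelium -0.05, choroid plexus -0.11, kidney -0.38, intestine -0.25, pancreas -0.29, erythroid 0.24, neutrophil 0.51, muscle -0.22, neuron -0.21, astrocyte -0.25, oligodendrocyte -0.33, microglia -0.12, brain endothelium -0.31, striatum -0.35, thalamus -0.19, immediate early genes -1.18, glucocorticoid response -0.36, male -0.21, stellate cell -0.27 and cholangiocyte -0.24.

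Under normexp with quantile normalization, Hnf4a was 2.52, Tdo2 1.33, the Table 3 median 2.22, hepatocyte 2.21, Kupffer cell 0.22, sinusoidal endothelium 0.06, intestine 0.07, neutrophil 0.34, striatum -0.08 and immediate early genes -0.87. Under median scaling the Table 3 median was 2.80 and hepatocyte 2.89. With no bound, neutrophil was 0.82 and immediate early genes -1.12. For probes above background on both arrays, kidney was -0.13, intestine 0.01 and neutrophil 0.58. With no filter, kidney was -0.04, neutrophil 0.82, thalamus -0.09, immediate early genes -1.12, stellate cell 0.01 and cholangiocyte 0.05. With the mean of all probes, the Table 3 median was 2.80, thalamus -0.20 and stellate cell -0.03.

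Of the values of single named genes, 587 stayed within the spread and 109 moved, namely 58 with no scaling, 44 under normexp and 7 with the mean of all probes. Signal over background limits the dim probes, which make up 361 of the 699 calls.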

Differences from the paper's values

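Table 3 and the log2 ratios computed here differed by more than the spread between spots for 6 of 41 genes. For Apoa1 the paper gives 3.98 and the value here was 3.40. For Apoa2 the paper gives 3.12 and the value here was 1.20. For Apob the paper gives 3.79 and the value here was 3.04. For Pon1 the paper gives 3.36 and the value here was 3.15. For Bhmt the paper gives 2.21 and the value here was 3.68. For Traf6 the paper gives -1.46 and the value here was 0.18, of the opposite sign. For all 6 genes, every alternative set before the data were examined that gave a value also differed from the paper's.

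After the values were seen, the probes of each gene were looked at one by one in the deposited table. For Apoa2 and Apob, a second probe gave 3.12 and 3.79, the paper's values. The only probe named here for Traf6 gave 0.20, and no probe named here for Apoa1, Pon1 or Bhmt came within 0.02 of the paper's value. Of the 41 genes, 36 had a probe within 0.02 of Table 3.

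The paper's count of 494 changed genes and the 699 counted here are within 1.5 times of each other, and the alternatives gave counts from 303 to 2561. The units may differ, because the 699 are names, of which 442 are gene symbols and the others identifiers of the array. The paper's text does not name a filter on dim probes.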

Other observations

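Tests of the stellate cell and cholangiocyte lists, of the Mup genes, of the array area for bright and for dim probes apart, of the hepatocyte markers by section of the array and of their other probes were added after other results were seen, as was the pooling of the Kupffer cell and sinusoidal endothelium lists. The prediction for the stellate cell and cholangiocyte lists was written before their values were seen.

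Markers of hepatocytes were higher in the CMS pool. They had a median log2 ratio of 2.92 (percentile 100), with 30 of 37 genes more than 2-fold higher. Of the 40 listed genes, 3 are in Table 3 or S4 Table, and 33 were well above background in the C pool as well. Alb, among the most abundant hepatocyte transcripts, went from a scaled signal of 1509 to 17486, Serpina3k from 487 to 4805 and Ambp from 756 to 6190. An exception was Slc10a1, the brightest of these markers on both arrays, whose signal was 501222 in the C pool and 534088 in the CMS pool, a log2 ratio of 0.09. In the C pool this signal exceeded that of Gapdh, 260252. Whether the probe reads Slc10a1 or another transcript was not tested, so its ratio is no evidence against the rise. No gene of this or any other list was held by another list.

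Several explanations were at odds with the values. The scalings tried left the hepatocyte median at 2.21 or higher. Choroid plexus markers had a median of 0.06 (percentile 80.1), although Ttr, which the liver also makes, was at 3.38, and 10 of 14 were above background in the C pool. Kidney proximal tubule markers had a median of -0.20 (percentile 3.95; 5 of 10 above background in the C pool) and intestinal epithelium markers -0.08 (percentile 30; 6 of 12), with Fabp2 of Table 3 the only one more than 2-fold higher. Erythroid markers rose, with a median of 0.42 (percentile 100; 6 of 8), but by far less than the hepatocyte markers, so blood is not the source of the liver signal as a whole. Cross-hybridisation of single probes was at odds with the other probes of the 6 hepatocyte markers called higher that had any. The median over these genes of the mean log2 ratio of their other probes was 1.56, and all 6 rose more than 2-fold on all of them. For the other hepatocyte markers it was not tested. Among all 74 genes called higher with other probes above background, 71.6% (53 genes) rose on all of these, against 35.5% of all 6677 genes with other probes, but only 32 rose more than 2-fold on all, so that it stays open for these genes as a whole.

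Liver tissue or liver RNA in the CMS pool and hepatocyte genes switched on in cortex cells cannot be told apart, because the markers of the other liver cells point both ways. Kupffer cell markers had a median of 0.45 (percentile 99.6; 5 of 8 above background in the C pool) and sinusoidal endothelium markers 0.13 (percentile 88; 6 of 8), together 0.37 (percentile 100). Stab2 and Clec4g rose by log2 ratios of 1.09 and 1.15, and Clec4f was at least 2.20-fold higher. Vsig4 was at least 1.98-fold and Oit3 at least 1.26-fold higher, while Timd4 and Dnase1l3 were not well above background on either array. This is what liver tissue would bring, but the pooled median was no larger than that of the erythroid markers, so a change in blood content may account for part of it. Hepatic stellate cell markers had a median of -0.10 (percentile 14.9; 6 of 10 above background in the C pool) and cholangiocyte markers -0.06 (percentile 35.5; 4 of 8), together -0.10 (percentile 10.2). Of the stellate cell markers, Lrat, named after its value was seen, was at least 1.84-fold higher in the CMS pool. Of the members that stayed near a log2 ratio of 0 or fell, some were bright in the C pool already, such as Vipr1, with a signal of 5466. Others were less bright but still well above background in the C pool, such as Hgf, with 54 and a log2 ratio of 0.01, and Colec11, with 94.2 and -0.10. A small share of liver RNA could leave members with a signal in the C pool unmoved. The members not well above background there are few and lie near background, so they cannot decide. A difference in the amount of one admixed RNA, weighed with the Mup median of 3.43, also stays open, as does a biological effect of CMS. The arrays hold 1 pool per group, so they do not show which mice carry the signal. For Hnf4a, the paper also reports higher mRNA by qRT-PCR and higher protein in the PFC and thalamus of the CMS group. In the hippocampus it reports no significant change of the mRNA and lower protein. Values of single mice from these measurements were not analysed here.

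The 539 genes called higher lay unevenly on the array. The fullest of 64 areas held 25 of them where 8.02 were expected, and the share of random draws at least as uneven was 0.0001, the smallest that 10000 draws can give. Of the 245 whose probe was not well above background in the C pool, the fullest area held 17 where 3.65 were expected, with the same share of 0.0001. This is consistent with a local defect of an array, so part of the count may be technical. For the 294 well above background on both arrays the share was 0.08, with 12 genes in the fullest area where 4.57 were expected, which leaves a defect open for them. The hepatocyte markers had medians of 3.18, 3.10 and 2.76 in 3 of 4 equal sections of the array and 0.68 in the other, over 10, 10, 8 and 8 markers. A median rise above 2-fold in every section had been set as the condition for excluding a defect in 1 area. This condition was not met. The medians of 3.18, 3.10 and 2.76 in 3 separate sections still argue against a defect in 1 area as the source of the rise there. For the 8 markers of the section at 0.68 a defect stays open.

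Immediate early genes were lower in the CMS pool, with a median of -1.00 (percentile 0), 7 of 14 genes more than 2-fold lower and none higher. Arc and Btg2 of S4 Table are among them, and all 14 were above background in the C pool. A lower share of neurons in the CMS pool was at odds with the neuron markers, whose median was -0.04 (percentile 19.7; 12 of 12). Neighbouring brain regions in one of the pools were at odds with the striatum markers, -0.17 (percentile 0.39; 7 of 8), and thalamus markers, -0.02 (percentile 62.4; 7 of 8), which moved far less. A difference in handling before death was not tested, and an effect of CMS stays open.

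Of the other lists, neutrophil markers rose, with a median of 0.68 (percentile 100; 5 of 10 above background in the C pool and S100a9 from S4 Table). Medians were -0.18 for glucocorticoid response genes (percentile 0.02; 10 of 10), -0.15 for oligodendrocytes (percentile 0.21; 8 of 8), -0.13 for brain endothelium (percentile 1.15; 8 of 8), -0.08 for astrocytes (percentile 10.5; 8 of 8), 0.05 for microglia (percentile 99.2; 9 of 9), -0.04 for skeletal muscle (percentile 41.2; 6 of 8), -0.11 for pancreatic acinar cells (percentile 17.8; 5 of 10) and -0.04 for the male list (percentile 46.5; 4 of 4). Xist, the only gene of the female list, was not well above background on either array. Of the cytokine genes, Tnf, Il6 and Il17a were not well above background on either array, and Il5 was at least 2.21-fold lower in the CMS pool. No probe was named Il12b here.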
